A study of Mus musculus with 6 samples. Its data were reported in "Epigenetic regulations in the IFNγ signalling pathway: IFNγ-mediated MHC class I upregulation on tumour cells is associated with DNA demethylation of antigen-presenting machinery genes" (2014).

How the data were processed

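Total RNA from cultured RVP3 cells, a murine tumour line that the study describes as not responding to IFNγ, was measured on Illumina Mouse WG-6 bead arrays. Per the labels, 3 arrays came from untreated control cells and 3 from cells treated with DAC/TSA, and the series' design calls the 3 samples of each group biological replicates. DAC (5-aza-2′-deoxycytidine) blocks DNA methyltransferases and TSA (trichostatin A) inhibits histone deacetylases. After 24 h of culture in fresh medium, treated cells received 3 µM DAC for 48 h and then 30 ng/ml TSA for 24 h. Groups and replicate numbers were taken from the sample labels.

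The authors deposited a table of probe intensities on a linear scale with a detection p-value for each probe and array, holding 45281 probes. They extracted these signals with BeadStudio and, per the study's methods, normalised by quantiles, took log2, removed probes with a detection p-value above 0.01 in all samples and tested with the eBayes procedure of limma with Benjamini-Hochberg adjustment. The submitters' processing notes also name limma. The authors deposited a second table of log2 values for 15131 probes. Quantile normalisation of the log2 probe signals over all probes was computed here and matched that second table to within 5e-14 log2 units, so its scale is log2 with no gene centring. The median of its values was 7.27 on each array. All of its probes were detected on at least 2 of the 3 arrays of a group, and all probes that met this rule were in the table. This is stricter than the filter stated in the methods, which left 16760 probes and was used here. No column of per-sample values was left unused. The files used here give no slide or scan, so neither could be tested as a batch.

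Gene names came from the platform annotation of the probes in the second table, which can be old, with symbols updated through Entrez identifiers to the GRCm38.p6 annotation. Of the annotated probes, 13126 had 1 gene symbol, of which 13113 matched a current identifier, and 6 had several symbols and were given no name. A further 1999 probes of that table had no symbol here. Probes outside the table are unnamed here, so 3634 of the tested probes carry no name and the 8734 genes tested were all named through probes of that table. A gene not detected in one group was therefore measured only if it was detected on at least 2 arrays of the other, so that the counts and tests of lists of mostly silent genes depend on the change itself. Listed genes that were not measured were not analysed here. No coordinates are given because no genome build was named. Where a gene had several tested probes, the probe with the highest mean log2 signal over all 6 arrays stood for it. Of 3145 such genes, 65 had probes that changed significantly in opposite directions.

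The arrays differed little in the median signal over all probes, most of which were undetected, and in the share detected. The median signal ranged from 40.0 to 45.9 intensity units, and between 13227 (29.2%) and 15056 (33.3%) of the probes were detected per array at a detection p-value of 0.01 or less. The mean signal ranged from 233 to 296 units. In each group, replicate 3 had the highest mean and the lowest median. The number of arrays, 3 per group, limits the precision.

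Differences between DAC/TSA and control were tested two-sided with lmFit and eBayes in limma 3.58.1 under R 4.3.3 with the package data.table in version 1.17.8, with no covariate, Benjamini-Hochberg adjustment over the 16760 probes and an adjusted p threshold of 0.01. Errors of log2 changes are the standard errors (SE) of that fit, and errors of signals are standard deviations (SD) over 3 arrays. A gene with no tested probe detected on any array of a group has only a bound there. Its fold is given as "at least", from the mean of the brighter group over the mean of, per array, the higher of the lowest signal among detected probes and the probe's own signal. The p-values measure the spread between these cultures of a single cell line.

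The replicate numbers of the labels were checked for pairing. The deviations of same-numbered control and DAC/TSA arrays from their group means correlated across probes at 0.34, 0.24 and 0.65 for replicates 1, 2 and 3. These correlations were all above 0.1, so a fit with the numbers as a pairing was also run. Any pairing is read from the data, since the labels do not say that a number marks a shared day or batch. Control 1 and DAC/TSA 2, which differ in number, also correlated at 0.22. The deviations within a group cancel out at each probe, so the shared deviation of replicate 3 alone raises the correlations among the other arrays. The values therefore do not show a pairing of replicates 1 and 2. The numbers did not always give the closest match, since control 2 correlated better with DAC/TSA 1, at 0.37, than with DAC/TSA 2. Control 3 correlated at -0.53 and -0.34 with DAC/TSA 1 and 2. The fit without a pairing is the reported one, since the study's methods name none.

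Before the data were examined, 29 gene lists were fixed: MHC class I presentation, MHC class II, interferon-stimulated genes, IFNγ receptor signalling, surface ligands, cytokines and chemokines, both lists of IFNγ-raised genes that the study obtained in TC-1/A9 cells, germline, imprinted, neuronal, epithelial, mesenchymal and muscle genes, markers of leukocytes and endothelium, DNA methylation and histone acetylation machinery, histones, p53 targets, S phase, mitosis, apoptosis, cholesterol synthesis, unfolded protein response, NRF2 targets, ribosome biogenesis, ribosomal proteins and reference genes. Each was tested two-sided with camera in limma at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 29 lists and a threshold of 0.05. The alternatives were a correlation estimated from the data and fry. For each list the members that changed were also counted with the p-values adjusted over the list alone, which gave other counts for 12 lists. The lists of IFNγ-raised genes were matched by symbol from the study's supplement and held 38 symbols for the genes raised by both treatments and 70 for those raised by IFNγ alone. The first holds more and the second fewer symbols than the study describes genes, so the second may be incomplete. In part this is because entries that name several mouse genes were mapped to several symbols or only in part. These entries gave 10 and 7 of the symbols. Members of the IFNγ lists were compared with other genes in 4 two-sided Fisher's exact tests, adjusted together by Benjamini-Hochberg. Another 6 lists (NF-κB targets, immediate early genes, amino acid supply, lysosome, proteasome core and glycolysis) were written after the results of the fixed lists had been seen.

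The named genes were chosen by a rule. It took, by fitted log2 change, the 10 largest rises and 10 largest falls past the threshold that were detected on all 3 arrays of the higher group, leaving out symbols of unnamed transcripts, of which 0 ranked among them. It also took a set of antigen presentation, interferon, epigenetic and reference genes whatever their values, and from each list up to 4 members with the smallest adjusted p in the main direction and up to 2 in the other. Tap1, Psmb8, Psmb9 and Hdac1 belonged to that set but are not among the named probes used here. The rule gave 168 genes, with SEs of the log2 change from 0.082 to 0.16. Of these, 161 passed the threshold.

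The alternatives were neqc background correction with an offset of 16, median scaling, cyclic loess, the authors' table, other filters on dim probes, other thresholds, an intensity trend with robust variances, array weights, the mean over a gene's probes, the replicate number as a block and leaving out each array. The removal of both replicate 3 arrays, a restriction to probes detected on at least 1 array of each group, and the removal of the IFNγ list entries that name several genes were added after the data had been seen. The fit was tested on simulated data on 16760 probes. It recovered 81% of 100 probes changed by 1 on the log2 scale and 19% of 100 probes changed by 0.5, and called 0 unchanged probes. Only these probes were changed there, against 3748 higher and 3926 lower probes in the real fit, so the adjusted threshold was stricter in the simulation. The shares are therefore not the sensitivity of the real comparison, although small changes can be missed.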

Results

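The impact of DAC/TSA on the transcriptome of RVP3 cells was examined on 6 bead arrays, 3 from untreated control cells and 3 from treated cells. The study asked whether genes of the antigen-presenting machinery (APM) that IFNγ induces can also be raised by epigenetic agents, and RVP3 was its line that does not respond to IFNγ. Between 13227 and 14261 probes were detected on the control arrays and between 14101 and 15056 on the DAC/TSA arrays. Log2 signals correlated across probes at 0.992 to 0.997 within groups and at 0.944 to 0.950 between groups.

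Treatment with DAC/TSA changed a large part of the transcriptome. Of 8734 measured genes, 2358 (27.0%) were significantly upregulated and 2254 (25.8%) downregulated. Larger changes were mostly upward, with 617 genes raised and 334 lowered at least 2-fold, and 74 raised and 11 lowered at least 4-fold. The largest increases by fitted change included genes of the acute-phase and innate response. S100a8, a calcium-binding protein of myeloid cells, rose 28.9-fold (log2 change 4.85 ± 0.10, SE, n = 3 per group) and was detected on 1 of 3 control arrays. Lcn2, an iron-sequestering lipocalin, rose 24.9-fold, the chemokine Cxcl1 rose 16.4-fold and the acute-phase protein Saa3 rose 15.4-fold. Urah, an enzyme of urate breakdown, rose 15.4-fold, the plasminogen activator Plat 13.5-fold and the glutathione transferase Mgst3 11.1-fold. Rhox5, an X-linked homeobox gene of the reproductive tract, was not detected on any control array and reached a log2 signal of 9.99 ± 0.22 (SD, n = 3) after DAC/TSA, at least 18.5-fold higher. The casein gene Csn3 and the secreted inhibitor Wfdc12 were likewise detected only after treatment, at least 9.60-fold and at least 7.93-fold higher. At these bounds (3.26 and 2.99 on the log2 scale) both lie below the glutathione transferase Gstm2, which was detected on all arrays and rose by 3.46.

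**Figure D1:**
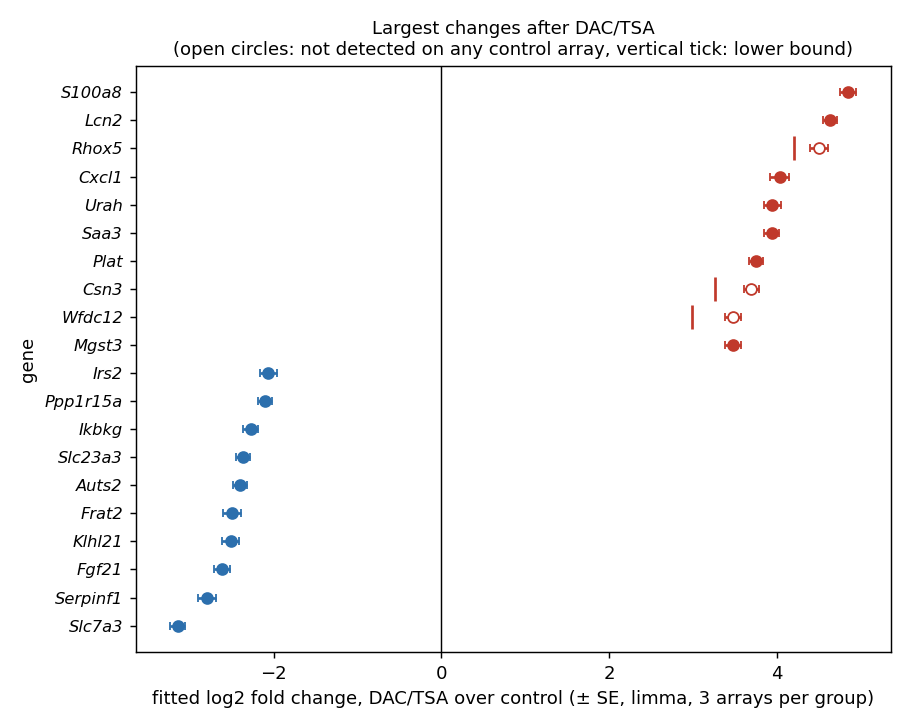
Log2 fold change of DAC/TSA over control (x axis, ± SE, 3 arrays per group) for the 10 genes with the largest fitted rise and the 10 with the largest fitted fall. The rises reach 4.85 (S100a8) and the falls -3.14 (Slc7a3), and open circles mark genes not detected on any control array, with a vertical tick at the lower bound of the change (4.21 for Rhox5, 3.26 for Csn3 and 2.99 for Wfdc12).

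The largest decrease was seen for Slc7a3, a transporter of cationic amino acids, which was 8.84-fold lower (log2 change -3.14 ± 0.09, SE). Serpinf1, which encodes the secreted anti-angiogenic factor PEDF, was 6.93-fold lower by its brighter probe, while its other probe had a log2 change of 0.06 (adjusted p = 0.583, limma). The stress-induced hormone Fgf21 was 6.14-fold lower. Klhl21 (5.71-fold), Frat2 (5.63-fold), Auts2 (5.29-fold) and Slc23a3 (5.14-fold) were lower as well. Ikbkg, the regulatory subunit of the IκB kinase, fell 4.83-fold, the phosphatase subunit Ppp1r15a 4.29-fold and the insulin receptor substrate Irs2 4.18-fold. Under median scaling in place of quantile normalisation, 1336 genes were higher and 815 lower, so that 62.1% of the changed genes were higher, against 51.1% in the reported fit.

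The measured genes of MHC class I antigen presentation were mostly upregulated. Of 32 listed members 18 were measured, of which 11 rose, 2 fell and 5 did not pass the test, with a median log2 change of 0.56. Tap1, Psmb8 and Psmb9, which the study examined closely, were not among the measured genes. Any probes of the unmeasured members were detected on fewer than 2 arrays of each group or carried no gene name. The response of these members is therefore unknown here. Among the heavy chain genes, H2-T23 rose 3.74-fold, H2-Q5 3.57-fold and H2-D1 3.33-fold (log2 change 1.73 ± 0.14, SE), whereas H2-K1 rose 1.62-fold and H2-Q7 1.52-fold. The dimmer H2-K1 probe had a log2 change of 0.23 (adjusted p = 0.0964, limma). The non-classical H2-M3 rose 2.00-fold and was detected on 2 of 3 control arrays. The transactivator Nlrc5, which drives MHC class I transcription, rose 2.14-fold and was detected on 1 of 3 control arrays and on all 3 treated arrays. The peptide transporter subunit Tap2 rose 1.96-fold (log2 change 0.97 ± 0.12, SE), the light chain B2m 1.44-fold and the loading factor Tapbp (tapasin) 1.34-fold. In contrast, the immunoproteasome subunit Psmb10 was 2.36-fold lower and the tapasin-related Tapbpl 2.57-fold lower. H2-Q1, detected on 1 control array and 2 treated arrays, had a log2 change of 0.02 (adjusted p = 0.917, limma). The shift of the list had an adjusted p of 0.0136 by camera, and an adjusted p = 0.156 with an estimated correlation. Under median scaling the list had a median of 0.61 (adjusted p = 0.00899), while B2m (log2 change 0.55 ± 0.20, SE), H2-K1 (0.76 ± 0.27), H2-Q7 (0.67 ± 0.20) and Tapbp (0.49 ± 0.14) did not pass the test, their changes being larger and their SEs larger than reported. Tapbp also missed it with neqc and when any single array other than DAC/TSA replicate 3 was left out (adjusted p from 0.0107 to 0.0446). In the same comparison 3 of 6 leukocyte markers rose, all 3 of them measured only because they were detected after treatment.

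**Figure D2:**
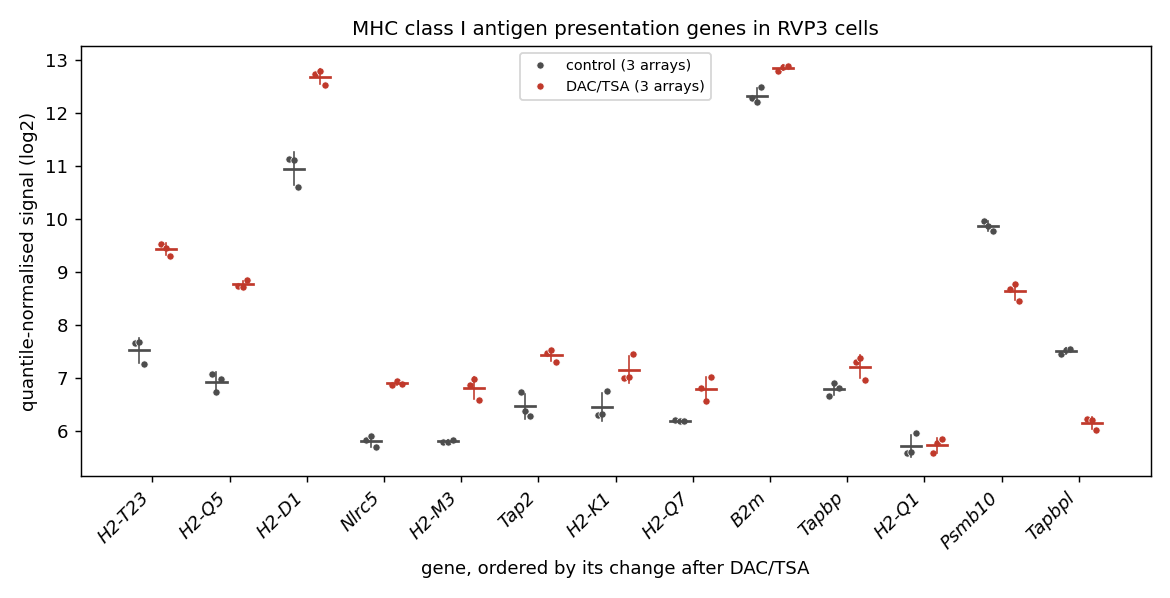
Quantile-normalised log2 signal (y axis) of 13 MHC class I antigen presentation genes on each control and each DAC/TSA array, with the group mean (horizontal line) and SD (vertical line, n = 3). H2-D1 moved from a mean of 10.95 to 12.69, while Psmb10 moved from 9.87 to 8.63.

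Several MHC class II genes, typical of professional antigen-presenting cells, were detected only after treatment. Of 11 listed genes 5 were measured, each detected on 0 of 3 control arrays and on 3 of 3 DAC/TSA arrays. H2-DMa was at least 2.60-fold, H2-DMb2 at least 2.48-fold, Cd74 at least 2.29-fold and H2-DMb1 at least 2.29-fold higher. Their median log2 change was 1.52, or 1.20 with each at its bound (camera adjusted p = 0.00244, and adjusted p = 0.188 with an estimated correlation). Genes undetected in control cells were measured only if detected after treatment, so the count and the test do not show a rise of the list, and the other 6 genes were not analysed here. The leukocyte markers Lyz1 (at least 3.18-fold higher), Cd52 and Laptm5 were likewise detected on 0 control and 3 DAC/TSA arrays. Cytokine and chemokine genes rose in 15 of 22 cases and fell in 2, with a median of 0.58. Besides Cxcl1, the chemokine Ccl7 rose 5.34-fold, Cx3cl1 rose 4.03-fold, and Cxcl2 was at least 7.61-fold higher. The angiogenic factor Vegfa was 2.98-fold lower and Il7 was 1.56-fold lower, the latter missing the threshold under median scaling. The adjusted p of this list was 0.00285, and the adjusted p = 0.12 with an estimated correlation. Of 9 surface ligands seen by T and NK cells, 6 rose and 1 fell. The "don't eat me" signal Cd47 rose 2.80-fold, Nectin2 2.75-fold and Cd276 2.65-fold, while the poliovirus receptor Pvr fell 1.58-fold, but missed the threshold under median scaling. This list did not pass the test (adjusted p = 0.0687, and adjusted p = 0.188 with an estimated correlation), but did so under median scaling (adjusted p = 0.0489) and among probes detected on all arrays of a group (adjusted p = 0.0423).

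Interferon-stimulated genes went in both directions. Among 34 interferon-stimulated genes, 16 rose and 6 fell (16 and 7 adjusted over the list alone), with a median log2 change of 0.079, or -0.018 with undetected genes at their bounds. Ifi27 rose 4.21-fold, Samd9l 2.50-fold and Gbp2 2.48-fold, and Usp18 was higher by at least 0.68 on the log2 scale. The transcription factor Irf1, which mediates much of the IFNγ response, was 2.12-fold lower (log2 change -1.09 ± 0.09, SE) and Uba7, the ISG15-activating enzyme, was 1.89-fold lower. Stat2 was detected on 2 control arrays and on no treated array, at least 1.07-fold lower (adjusted p = 0.00165, limma), and missed the threshold under median scaling and without DAC/TSA replicate 2 (adjusted p = 0.0103). Irf9 had a log2 change of -0.31 (adjusted p = 0.0169) and Ifit3 of 0.19 (adjusted p = 0.0906). With the replicate number as a block, Irf9 passed the threshold (adjusted p = 0.00266), as it did without DAC/TSA replicate 3 (log2 change -0.36). Its dimmer probe was lower in the reported fit (log2 change -0.44). The list did not pass the test (camera adjusted p = 0.375). Of 19 genes of IFNγ receptor signalling, 3 rose and 7 fell (adjusted p = 0.269). The coactivators Ep300 and Crebbp were 2.36-fold and 1.63-fold lower and the kinase Jak2 1.57-fold lower. The inhibitors Socs3 and Ptpn2 were 1.57-fold and 1.47-fold higher. Crebbp, Jak2 and Socs3 did not pass under median scaling.

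Genes that the study had found raised by both IFNγ and DAC/TSA in TC-1/A9 cells, an MHC class I-deficient tumour line, were mostly raised in RVP3 cells. These genes were selected on arrays of that other line, not on the arrays analysed here, and the lists used here differ in size from those the study describes. Of 30 measured, 20 rose and 0 fell, or 1 with the replicate number as a block (21 and 0 adjusted over the list alone), with a median log2 change of 0.62. Ifi27, Cx3cl1, H2-Q5 and the death receptor Fas, which rose 3.90-fold, led the list. Its camera adjusted p was 4.24e-05, and the adjusted p = 0.12 with an estimated correlation. Without the 9 members that also belong to the MHC class I list, 12 of 21 genes rose and 0 fell. Of 54 measured genes raised in TC-1/A9 cells by IFNγ but not by DAC/TSA, 18 rose and 16 fell (19 and 18 adjusted over the list alone, camera adjusted p = 0.81). Gbp2 and Nlrc5 rose, AA467197 rose 1.91-fold and Ifi205 was at least 1.20-fold higher, while the neurotrophic factor Gdnf was 2.97-fold lower and Tapbpl fell. Together 38 of 84 IFNγ genes (45.2%) were upregulated, against 2320 of 8650 other genes (26.8%). The odds ratio was 2.25 with a 95% confidence interval of 1.42 to 3.55 (Fisher's exact test, two-sided, p = 0.000301, adjusted over 4 such tests 0.00121). Of the 84, 16 were downregulated, against 2238 of the 8650 other genes (p = 0.169, adjusted 0.226, Fisher's exact test). The share was higher among the genes common to both treatments (66.7%) than among those specific to IFNγ (33.3%, p = 0.00563, adjusted 0.0113, Fisher's exact test). The study had divided these genes by their response to DAC/TSA in TC-1/A9 cells. Their difference therefore compares the DAC/TSA responses of both lines and is not particular to IFNγ genes. Genes raised in TC-1/A9 cells by DAC/TSA alone were not compared. The IFNγ-specific genes were raised in 33.3% of cases against 26.8% of other genes, a difference that did not pass the test (p = 0.283, also after adjustment, Fisher's exact test). Under median scaling 27.4% of the IFNγ genes were higher, against 15.2% of other genes (p = 0.00362, Fisher's exact test), and with a 2-fold minimum 16.7% against 6.97% (p = 0.00209, Fisher's exact test). Without the list entries that name several genes, a removal chosen after the data had been seen, 34 of 76 IFNγ genes rose (44.7%), among them 17 of 24 genes common to both treatments and 17 of 52 specific to IFNγ (p = 0.00275 for their difference, Fisher's exact test). Genes are not independent replicates in these tests.

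Some germline, imprinted, neuronal and epithelial genes were raised. Of 69 listed germline genes 11 were measured, of which 6 rose and 0 fell (7 and 0 adjusted over the list alone), with a median log2 change of 0.44, or 0.38 at the bounds. In addition to Rhox5, Tex19.1 was at least 2.23-fold and Xlr4a at least 1.64-fold higher, and Dppa5a, a gene of pluripotent cells, rose 3.11-fold. Of 39 listed imprinted genes 10 were measured, of which 7 rose and 0 fell, or 1 with the replicate number as a block. The organic cation transporter Slc22a18 was at least 3.44-fold higher and the cell cycle inhibitor Cdkn1c rose 2.24-fold. The adjusted p was 0.00368 for germline and 0.0112 for imprinted genes, and the adjusted p = 0.12 and 0.151 with an estimated correlation. Of 50 listed neuronal genes 17 were measured, of which 12 rose and 2 fell (13 and 2 adjusted over the list alone), with a median of 0.76, or 0.40 at the bounds. Uchl1 rose 7.10-fold, the synaptic vesicle proteins Syn1 and Syt1 rose 5.72-fold and 3.87-fold, Syt1 being detected on 1 of 3 control arrays, and Cplx1 was at least 1.94-fold lower (camera adjusted p = 0.000609, and adjusted p = 0.12 with an estimated correlation). Of 27 listed epithelial genes 10 were measured, of which 6 rose and 0 fell, or 1 with the replicate number as a block. The risers included Lcn2, Krt14 (5.55-fold) and Pkp2 (2.36-fold), and the list had an adjusted p of 0.0212 (adjusted p = 0.156 with an estimated correlation). These counts depend on the change itself, since genes undetected in control cells were measured only if detected after treatment. Among genes detected on at least 1 array of each group, a restriction chosen after the data had been seen, 6 of 8 neuronal genes rose and 0 fell (camera adjusted p = 0.000416). In the same setting 1 of 4 germline (adjusted p = 0.309), 5 of 8 imprinted (adjusted p = 0.0548) and 3 of 7 epithelial genes rose (adjusted p = 0.204), and these lists did not pass the camera test.

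Markers of other cell types and genes of the matrix went in both directions. Leukocyte markers rose in 3 of 6 cases and fell in 1, or 2 with the replicate number as a block. Lyz1 was at least 3.18-fold, Cd52 at least 1.56-fold and Laptm5 at least 1.21-fold higher, none of them detected on a control array, while Cd79b was at least 1.10-fold lower (camera adjusted p = 0.37). Laptm5 and Cd79b did not pass under median scaling. Of 6 endothelial markers, 3 rose and 2 fell (adjusted p = 0.612), with Egfl7 9.47-fold higher and Esam 1.61-fold lower, the latter missing the threshold under median scaling. Of 8 muscle genes, 5 rose and 3 fell (adjusted p = 0.514), among them Des, at least 1.61-fold higher, and Tnnc1, 2.02-fold lower. Mesenchymal and matrix genes rose in 12 of 28 cases and fell in 7 (12 and 8 adjusted over the list alone, adjusted p = 0.37). The protease inhibitor Timp1 rose 5.05-fold, fibronectin (Fn1) 4.80-fold and Col6a1 3.73-fold, while the matrix proteases Mmp2 and Mmp14 fell 3.77-fold and 2.41-fold.

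Of 14 measured genes on the list of DNA methylation machinery, 9 fell and 0 rose, or 1 with the replicate number as a block. The median log2 change was -0.50 (camera adjusted p = 0.00655, and adjusted p = 0.156 with an estimated correlation). The genes that fell include Gadd45a, Gadd45b and Gadd45g, which are not methyltransferases. The counts therefore do not show a fall of the methyltransferases as a group. Gadd45a, a DNA damage gene linked to demethylation, was 3.09-fold lower, Gadd45g was 2.18-fold lower and the methyltransferase Dnmt3b was 1.92-fold lower. Dnmt1, the maintenance methyltransferase, had a log2 change of -0.13 (adjusted p = 0.368, limma). Genes of histone acetylation fell in 14 of 27 cases and rose in 3 (15 and 3 adjusted over the list alone). The bromodomain protein Brd3 fell 2.69-fold, the deacetylase Sirt1 2.45-fold, the acetyltransferase Ep300 2.36-fold and Hdac4 1.93-fold, while Hdac10 and Sirt7 were 1.36-fold and 1.54-fold higher, both missing the threshold under median scaling. The list had an adjusted p of 0.00648, and the adjusted p = 0.12 with an estimated correlation. Histone genes went both ways, 11 of 43 rising and 13 falling. H2ac18 and H2bc7 rose 2.89-fold and 2.52-fold and H2aj fell 2.87-fold (adjusted p = 0.81). The median of this list was -0.13 and its mean 0.05.

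Most mitotic genes were downregulated. Of 31 measured, 23 fell and 0 rose, or 1 with the replicate number as a block (23 and 1 adjusted over the list alone), with a median log2 change of -0.46. Cdc20, an activator of the anaphase-promoting complex, fell 2.52-fold, the mitotic kinase Aurka 2.35-fold and the centromeric histone Cenpa 2.15-fold (camera adjusted p = 0.00014, and adjusted p = 0.12 with an estimated correlation). S phase genes did not pass the test as a list, 6 of 41 rising and 10 falling (6 and 9 adjusted over the list alone, camera adjusted p = 0.457), although thymidine kinase Tk1 rose 2.25-fold and E2f2 fell 2.10-fold. The dimmer Tk1 probe had a log2 change of 0.17 (adjusted p = 0.166, limma). The cell cycle inhibitor Cdkn1a had a log2 change of -0.00 ± 0.08 (SE; adjusted p = 0.99). Among 27 p53 targets, 7 rose and 6 fell (adjusted p = 0.81). Ephx1 rose 6.92-fold and Fas, Plk2 and Phlda3 rose 3.90-fold, 2.92-fold and 2.76-fold, whereas the pro-apoptotic Bbc3 fell 2.69-fold. Of 28 apoptosis genes, 9 rose and 10 fell (12 and 10 adjusted over the list alone, adjusted p = 0.81), with Casp2 and Apaf1 1.98-fold and 1.81-fold lower and Tradd 2.11-fold higher.

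Part of the genes of protein synthesis fell and part of the antioxidant response rose. Of 34 ribosome biogenesis genes, 18 fell, 5 rose and 11 did not pass the test (19 and 5 adjusted over the list alone), including Myc, 1.69-fold lower, and Gar1, 1.70-fold lower (camera adjusted p = 0.00655, and adjusted p = 0.205 with an estimated correlation). The dimmer Gar1 probe had a log2 change of 0.33 (adjusted p = 0.0255, limma). Of 45 ribosomal protein genes, 14 fell, 0 rose and 31 did not pass the test (10 and 0 adjusted over the list alone), such as Rpl21, with a log2 change of -0.68, and Rps6, 1.49-fold lower (adjusted p = 0.00504, and adjusted p = 0.169 with an estimated correlation). Genes of the unfolded protein and amino acid response fell in 14 of 27 cases and rose in 4. Besides Ppp1r15a, Atf5 fell 3.25-fold, Trib3 2.60-fold and Shmt2 2.48-fold, while the chaperones Pdia6 and Sdf2l1 of the endoplasmic reticulum rose 2.22-fold and 1.78-fold (camera adjusted p = 0.0136 for the list, and adjusted p = 0.169 with an estimated correlation). The dimmer Pdia6 probe had a log2 change of 0.15 (adjusted p = 0.302, limma). NRF2 targets and metallothioneins rose in 10 of 26 cases and fell in 2. Gstm2 rose by 3.46 on the log2 scale, Mt3 9.34-fold and Srxn1 4.62-fold (adjusted p = 0.0105, and adjusted p = 0.134 with an estimated correlation). Of 15 cholesterol synthesis genes, 4 rose and 2 fell, or 6 with the replicate number as a block (adjusted p = 0.879). Hsd17b7 rose 2.43-fold and Insig1 fell 1.65-fold, and the median of the list was -0.13 while its mean was 0.01. Of 9 reference genes, 0 rose and 2 fell, or 4 with the replicate number as a block (adjusted p = 0.135). Tbp was 1.86-fold lower, and Gapdh had a log2 change of -0.07 (adjusted p = 0.565, limma). Actb had a log2 change of -0.27 (adjusted p = 0.0235, or 0.00398 with the replicate number as a block and past the threshold without control replicate 3, with a log2 change of -0.33), but 2 of its 5 probes rose and 1 fell.

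**Figure D3:**
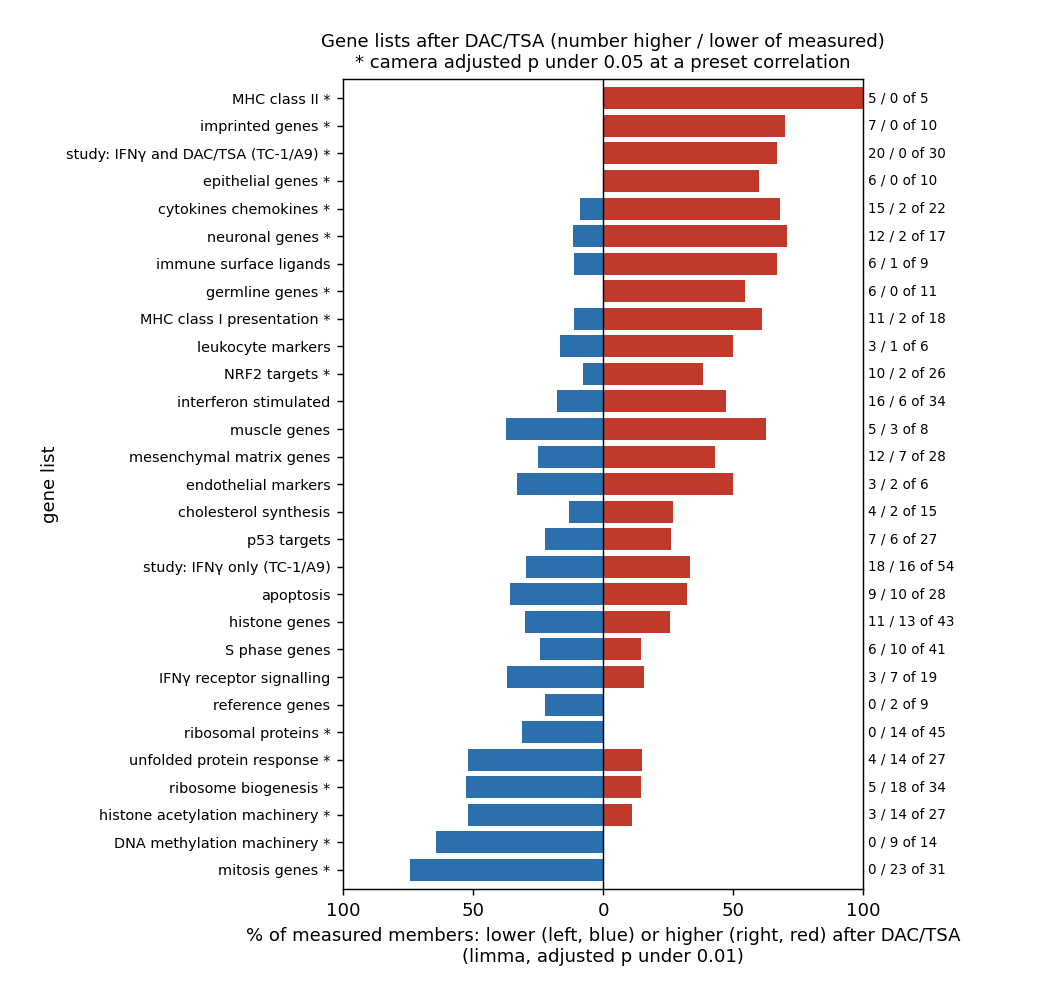
Percentage of the measured members of each of 29 gene lists that were lower (left) or higher (right) after DAC/TSA, with the counts beside each bar. Asterisks mark the 15 lists past the camera threshold at the preset correlation, of which 0 passed with an estimated correlation and 11 among genes detected in both groups.

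A number of genes were switched between undetected and detected. In all, 416 genes were detected on all 3 DAC/TSA arrays and on no control array, and 349 of them were significantly higher. The reverse pattern was found for 78 genes, of which 73 were significantly lower. The first count was 307 at a detection p-value of 0.05 and 532 without both replicate 3 arrays. At a detection p-value of 0.05 the reverse count was 31, and it was 124 without control replicate 1, 129 without DAC/TSA replicate 3 and 142 without both replicate 3 arrays, a removal chosen after the data had been seen. The lowest log2 signal among detected probes was 5.74 to 5.85 on the control arrays and 5.67 to 5.75 on the DAC/TSA arrays. Within each replicate number it was lower after DAC/TSA. The same signal could thus be called detected only after treatment, which favours the first pattern.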

Values the study reported

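The study reported 105 significantly upregulated genes in TC-1/A9 cells treated with IFNγ at an FDR below 0.01. In the same cells, DAC/TSA raised 2732 genes and lowered 2815. The study divided the genes raised by IFNγ into 73 that were specific to IFNγ and 32 that were raised by both treatments. When these IFNγ-induced genes were compared with the response of RVP3 cells to DAC/TSA, 40 were raised in both conditions and 65 were specific to IFNγ. The study gave a p-value of 1.6e-8 for enrichment of the antigen presentation pathway among the 40 genes, and 1.16e-7 for the interferon signalling pathway among the 65. For the latter pathway it named TAP1 and LMP-7 (PSMB8), among others, which places them outside the genes raised in both conditions. Neither was measured here. For antigen presentation it named NLRC5, TAP2 and TAPBP, besides HLA genes. Nlrc5, Tap2 and Tapbp also rose in the reported fit here. The study's division rests on the RVP3 data analysed here, so this match is not independent.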

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

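The tests of cross-hybridisation, of leukocytes and of the size of the list's change under other scalings and the removal of replicate 3 given here were chosen after the results they measure had been seen. Probes without a gene symbol, which entered no comparison of named genes, also carried a treatment signal: 76 of the 3634 tested were detected on all 3 DAC/TSA arrays and on no control array, against 33 with the reverse pattern. Of the 76, 62 were significantly higher, and of the 33, 28 were significantly lower. The lower detection limit of the DAC/TSA arrays favours the first pattern here too. Over all 3634 probes, 423 were higher and 624 lower.

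For the rise of MHC class I antigen presentation genes, cross-hybridisation among the similar heavy chain genes cannot account for all of it, since 4 members that are not heavy chains (Nlrc5, Tap2, B2m and Tapbp) also rose, although it stays open for the single heavy chain genes. The choice among the scalings used here is argued against as the whole cause. The median log2 change of the list (0.56 as reported) was 0.61 with median scaling, 0.63 with cyclic loess and 0.68 with neqc, with camera adjusted p from 0.00899 to 0.0177. All of these scalings bring the arrays to a common level, so they cannot test that shared assumption. Of the 11 risers, 11 passed with cyclic loess and 10 with neqc but 7 (63.6%) with median scaling, where the 4 others had larger changes with larger SEs, so normalisation stays open for single genes. Leukocytes in these cultures of a single cell line were considered, since 3 of 6 leukocyte markers rose. The 3 risers were undetected in control cells and were measured only because they were detected after treatment. Their count therefore does not speak for leukocytes. Among the 2 markers detected in both groups, a restriction chosen after the data had been seen, 0 rose. Cd14, which had a control signal above the median of all genes, was among the 3 that did not rise, all 3 of them detected in control cells. The measured markers are few, 6 of 26 listed, and mostly close to background. So leukocytes cannot be told apart from induction in the tumour cells, and an effect of DAC/TSA on the tumour cells stays among the open explanations.

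Both replicate 3 arrays deviated from their groups in the same way, with a correlation of 0.65 across probes. Each also had the highest mean signal and the lowest median signal of its group. A difference in background level of the arrays would act on dim probes, but the correlation was 0.79 in the brightest of 4 equal bins of probes and 0.37 in the dimmest, which argues against it as the whole cause. A shared day or batch was not given in the labels and stays open. Without replicate 3, 2548 genes were higher and 2538 lower.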

How the results depend on the processing

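The removal of both replicate 3 arrays, the restriction to probes detected in both groups, the removal of list entries that name several genes and the test of the gene count on other splits were chosen after the data had been seen. The counts of changed genes stayed within 1.5 times of the reported ones except with median scaling (1336 higher, 815 lower) and with an added 2-fold minimum (617 and 334), which counts fewer genes by construction, and for median scaling the cause was not tested beyond the named genes below. The median change over all genes lay between -0.03 and 0.04 under all scalings, which bringing the arrays to a common level largely fixes. With the replicate block, 2837 genes were higher and 2864 lower, including all 2358 and 2254 of the reported fit. Beyond the Irf9 and Actb calls and the list counts given with them, it changed no call of a named gene or list. At a detection p-value of 0.05, 31 genes were detected only in control cells, and 90 to 142 when arrays were left out, where fewer arrays had to meet the rule. With an estimated correlation, 0 of 29 lists passed camera. The medians of 0.56 (MHC class I, adjusted p = 0.156) and 0.62 (shared list, adjusted p = 0.12) were the same by construction. The estimate was below the preset 0.01 for some lists, such as the mitotic (-0.029), imprinted (-0.062) and epithelial genes (-0.063). It was above 0.01 for others, such as MHC class II (0.45). A correlation above the preset one therefore cannot be why the mitotic, imprinted and epithelial lists did not pass. With fry, which does not compare a list with other genes, 26 lists passed, including the interferon-stimulated list (median 0.079, adjusted p = 0.00772) and the histone genes (median -0.13), for which fry gave the upward direction. The share of IFNγ genes that rose was 27.4% with median scaling, 16.7% with the 2-fold minimum and 39.3% to 48.8% when arrays were left out. Among probes detected on at least 1 array of each group, 11 of the 15 lists passed, and the 4 others were the germline, imprinted and epithelial genes and MHC class II, which had no member left. Of 168 named genes, 129 kept their side of the threshold under the alternatives of normalisation, dim-probe filter and replicate block in which they were measured, the ones run for single genes with all 6 arrays, while 37 no longer passed with median scaling, all 37 in the same direction with larger SEs (by a median of 1.77 times), and 3 with neqc, and 0 changed direction while passing the test. A slide block was not run because the files used here name no slides. Probes near background limit the folds of undetected genes to bounds.

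The 6 arrays make 10 splits into 3 and 3, too few for a share under 0.05. The real split called 4612 genes and 15 lists, and the highest of the other splits 0 genes and 13 lists. Only the real split reached each count, 1 of the 10. Every other split puts arrays of both groups on each side, so the treatment enters the spread and hardly any gene could pass. Part of the treatment difference also stays between the sides, so the counts of lists are not those without an effect. The other splits therefore do not test the real counts. The 3 other splits that part all 3 pairs of the same replicate number called 0 genes, also with the replicate block, and 5 to 13 lists, against 4612 genes, or 5701 with the block, in the real one.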

Other observations

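The 6 lists behind these values were written after the results of the fixed lists had been seen, and the genes named here outside the rule were chosen after their values were seen. Lysosomal genes rose in 15 of 30 cases and fell in 3, with a median log2 change of 0.42 (adjusted p = 0.00356 over the 6 lists by camera in limma, and adjusted p = 0.0635 with an estimated correlation). Ppt1, a lysosomal thioesterase, rose by 2.12 on the log2 scale and Grn, a growth factor precursor, by 1.94. Constitutive proteasome subunits rose in 5 of 25 cases and fell in 0 (adjusted p = 0.246, camera in limma). Glycolysis genes rose in 4 of 12 cases, or 6 adjusted over the list alone, and fell in 2 (adjusted p = 0.261, camera in limma).

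A candidate explanation for the rise of Lcn2, Saa3, Cxcl1, Cxcl2 and S100a8 is a general rise of NF-κB targets. Of 20 measured NF-κB genes without these, 12 rose and 2 fell (camera p = 0.0167, adjusted 0.0335), but the list did not pass with an estimated correlation (adjusted p = 0.119), and the NF-κB subunit Rela, a member of it, had a log2 change of -0.69. Amino acid supply itself was not measured. The falls of Slc7a3, Fgf21, Ppp1r15a, Atf5 and Trib3 may belong to a wider fall of aminoacyl-tRNA synthetase and amino acid supply genes. Of 24 other genes of that kind, 11 fell and 0 rose (camera p = 0.000295, adjusted 0.00177), with an adjusted p = 0.0635 with an estimated correlation. A general fall of immediate early genes was tested for the lower levels of regulators such as Myc and Irf1. Of 29 other immediate early genes, 14 fell and 7 rose, among the latter Egr1 with a log2 change of 1.21. This list did not pass the test (adjusted p = 0.293, camera in limma).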
